A study of Mus musculus with 3 samples. Its data were reported in "Epicardium-Derived Tbx18+ CDCs Transplantation Improve Heart Function in Infarcted Mice" (2022).

How the data were processed

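Messenger RNA of 3 kinds of mouse cell was sequenced. Cardiosphere-derived cells (CDC) are the adherent cells that grow out of heart explants by way of floating spheres, here from the epicardium, the outer layer of the ventricle. The second kind, CDC-EpiC, is an epithelial clone picked with a cloning cylinder from CDC cultures kept for 2 weeks in 10 µM SB-431542, an inhibitor of the kinase of the TGF-beta type I receptor. The last kind is primary epicardial cells (pEpiC). All came from C57BL/6 ventricle epicardium. Per the labels, each kind gave 3 RNA samples, which were selected on oligo(dT) beads, fragmented, primed with random hexamers and read as 100-base pairs on a BGISEQ-500.

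A single table of 18245 genes was deposited, with 3 library columns per kind. The labels list a single sample per kind and do not say whether its 3 columns are separate animals, cultures or RNA extractions. The methods of the study speak of biological replicates in each condition, but of fewer than the columns deposited here, while its description of the sequencing results gives as many as the columns. How the columns relate to animals or cultures is therefore unknown. The columns were taken as replicates (n = 3) because the extraction protocol speaks of separate samples. Their counts differed by more than sampling of reads allows, with a chi-square per degree of freedom of 5.38 to 25.9 over the pairs of libraries of a kind. The 3 CDC-EpiC libraries are of 1 clone, so their spread holds no difference between clones. The library numbers carried no pairing between kinds.

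For each library the authors deposited expected counts, estimated reads per gene that are not whole for 30.3% of the values. The authors also deposited FPKM, scaled to transcript length and library total, and TPM, which have the same sum in each library. The 9 columns of means that the authors deposited equalled the means of the library columns and were not used further. The aligner, the counting program, the genome build, the annotation and whether strand was used are not stated, so counts of near-identical genes and of overlapping or antisense genes are uncertain. Total expected counts were 22008833 to 22756045 per library. Intervals and limits cover counting error alone, because reads amplified by PCR are not independent molecules. A group in which every library held at most 3 counts of a gene was treated as lying at the floor, and changes against it are given as bounds. Each bound is the mean CPM of the other group over the CPM of 3 counts. It carries no counting error or spread of that other group, so a single library can lie below it.

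Expected counts were rounded and analysed in edgeR 4.0.16 under R 4.3.3. For each pair of kinds, the 6 libraries were fitted alone after filterByExpr (minimum count 10, minimum total count 15) with TMM normalization, glmQLFit and glmQLFTest. P-values were adjusted by Benjamini-Hochberg, and 0.05 was the threshold. Standard errors are those of the fitted log2 changes. Levels are CPM (counts per 1000000 counts) after TMM normalization. The study tested pairs of conditions with a negative binomial model at the same threshold. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9 read the table and drew the figures.

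The comparisons, the gene lists and the alternatives were fixed before the data were examined, except where an addition is stated. The genes named are those of an epicardial panel (8 genes) and a CDC panel (21 genes) that the study displays or names. To these were added, for each comparison, the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold, without overlap between groups and with at least 50 CPM in the higher group, not all of which are printed. Any other gene, most often a member of a fixed list, was named after its values were seen. Gene sets (epithelial, mesothelial, mesenchymal, smooth muscle contractile, TGF-beta response and cell cycle) were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 18 tests. Lists of macrophage, endothelial, cardiomyocyte and sex-linked genes described possible admixture and sex. Lists of red blood cell, liver and lung genes and of 12 further macrophage genes were added after the counts had been seen. No database of functional terms was available, so no enrichment of terms was computed.

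The position of the clone was the CDC-EpiC vs CDC log2 change divided by the pEpiC vs CDC log2 change, over genes past the threshold with at least 2-fold change in the latter. The CDC-EpiC vs CDC change came from a fit without the expression filter, except under the length and GC offset, where the filter was kept. Both changes share the CDC libraries, so the same measure was taken in 20 simulations in which all libraries were drawn again, the clone from the CDC means. This simulation was chosen after seeing the data. In it, 4.39% to 5.18% of genes had an unadjusted p under 0.05 between the groups drawn alike. Similarity was Spearman's rho and Pearson's r of log2(CPM + 1) across 13777 genes. Genes are not replicates, so no p-value accompanies it.

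The alternatives tried were DESeq2 1.42.0, RLE normalization, library size alone, no filter, at least 10 counts in every library, a fit of all groups, a test against a 1.5-fold change, limma on log2(FPKM + 1) and on log2(TPM + 1), leaving out each library, and for sets fry and an estimated correlation. An offset per library for transcript length and GC content (loess, span 0.5) was chosen after seeing the data. Transcript length was that implied by the deposited counts and FPKM. GC content came from the longest GENCODE transcript of each gene and was available for 96.6% of genes. Of the 18245 symbols, 18117 matched a RefSeq table of assembly GRCm38.p6, which served for names, order and chromosome only.

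The fit was tested on simulated counts with 200 changed genes. It recovered 100% of them among 228 calls over 12857 tested genes. Of the calls, 12.3% were false against a nominal 5%, so the fit was somewhat liberal in that setting. Far more genes passed in the real comparisons, so neither share can be carried over to them. Calls near the threshold there may be liberal too. With a simulated length trend, 4067 genes were called without the offset, 95.1% of them falsely. With the offset, 213 were called and 7.51% were false.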

Results

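The data are RNA sequencing profiles of 3 kinds of cultured mouse cell from ventricle epicardium, with 3 libraries each. CDC are cardiosphere-derived cells, which have a mesenchymal shape in culture. CDC-EpiC is an epithelial clone picked from CDC cultures under SB-431542, an inhibitor of the TGF-beta type I receptor kinase. pEpiC are primary epicardial cells. The deposited table lists 18245 genes, and total expected counts ranged from 22008833 (CDC-EpiC library 1) to 22756045 (CDC library 3). The 10 genes with the most counts held 5.22% to 9.08% of each library, led by Eef1a1 in CDC and CDC-EpiC and by Fn1 in pEpiC. All of the 3 possible comparisons were made. Neither the labels nor the methods of the study say whether the 3 libraries of a kind come from separate animals or cultures.

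Libraries of a kind were close to each other. Across 13777 genes, Spearman's rho of log2(CPM + 1) averaged 0.996 within CDC, 0.997 within CDC-EpiC and 0.996 within pEpiC (3 pairs each). Between kinds it averaged 0.929 ± 0.000706 for CDC and CDC-EpiC, 0.892 ± 0.00775 for CDC and pEpiC and 0.857 ± 0.00182 for CDC-EpiC and pEpiC (SD over 9 pairs). Pearson's r gave 0.934, 0.893 and 0.855 in the same order. Over the 1000 genes with the highest mean, the alternative that moved these values most, rho was 0.649, 0.581 and 0.324.

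The comparison of pEpiC with CDC asked how far the explant-derived cells differed from primary epicardial cells. In the study, pEpiC were not the source of the CDC. They came from a separate enzyme digestion of hearts and grew on gelatin in another medium with less serum. Isolation and culture are therefore confounded with the kind of cell in the comparisons with pEpiC. Of 13527 genes tested, 10593 (78.3%) passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5380 higher and 5213 lower in pEpiC. At least 2-fold change was seen for 4075 of them, 2127 higher and 1948 lower. The libraries of the groups did not overlap for 81.3% of the tested genes, where chance gives 10% for 3 against 3. The alternative that moved the count most was a test against a 1.5-fold change, with 5549 genes. With TPM in place of TMM-scaled counts the median log2 change of all genes shifted to 0.41, and 74.5% of the calls were higher in pEpiC against 50.8% in the count fit.

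Changes between these kinds followed transcript length. Over 10626 genes with a mean above 5 CPM, the log2 change rose by 0.445 per doubling of transcript length, and the 9 pairs of single libraries gave slopes of 0.358 to 0.523. The steepest slope between libraries of a kind was 0.118 in size. Genes under 500 bases had a median log2 change of −1.29 and genes over 6000 bases of 0.60. The slope was 0.0120 for CDC-EpiC vs CDC and −0.433 for CDC-EpiC vs pEpiC. Small differences that involve pEpiC are therefore given with their value under the length and GC offset where that changes a direction or a call.

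**Figure D1:**
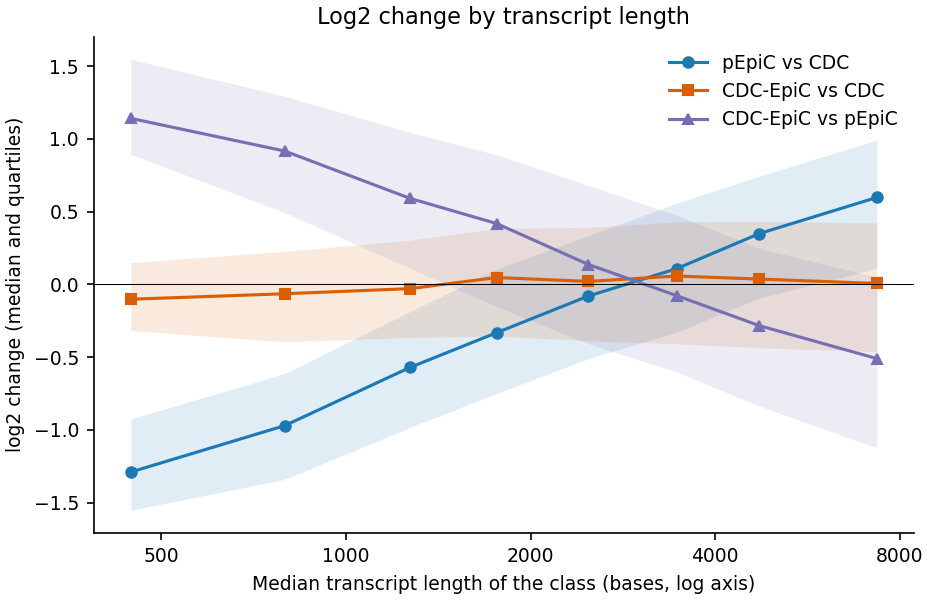
Median log2 change (points) with quartiles (bands) against the median transcript length in bases (log axis) for 8 length classes in each comparison, over 10626 genes. In pEpiC vs CDC the medians run from −1.29 in the shortest class to 0.60 in the longest, while in CDC-EpiC vs CDC they stay between −0.10 and 0.06.

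The epicardial panel comprises 8 protein-coding genes that the study displays for epicardium. The deposited table holds no coordinates and names no build, so positions are those of GENCODE M21 on GRCm38. Tbx18 (NCBI Gene 76365) lies on chromosome 9 from 87702800 to 87731260, Aldh1a2 (19378) on chromosome 9 from 71215789 to 71296243 and Ets1 (23871) on chromosome 9 from 32636221 to 32757820. Wt1 (22431) lies on chromosome 2 from 105126529 to 105173616 and Lrp2 (14725) on chromosome 2 from 69424340 to 69586065. Upk3b (100647) lies on chromosome 5 from 136038496 to 136046487, Tjp1 (21872) on chromosome 7 from 65296165 to 65527781 and Tcf21 (21412) on chromosome 10 from 22817281 to 22820174.

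All 8 panel genes differed between pEpiC and CDC, 6 of them higher and 2 lower in pEpiC. The count was also 8 when adjusted over the list alone, which may not be independent evidence because the study takes some of these genes from earlier work but does not say how it chose all 8. Tbx18 was lower in pEpiC, at 48.9 ± 1.10 CPM against 92.8 ± 2.94 in CDC (SD, n = 3), a log2 change of −0.96 (SE 0.06, adjusted p 1.7e-07 in edgeR). Upk3b was also lower, at 69.1 ± 8.41 against 230 ± 8.65 CPM (log2 −1.77, SE 0.09, adjusted p 4.4e-08). Wt1 was higher, at 50.9 ± 3.90 against 10.1 ± 1.15 CPM (log2 2.30, SE 0.09, adjusted p 1.1e-08). Tcf21 rose from 12.3 ± 0.225 to 102 ± 6.59 CPM (log2 3.01, SE 0.07, adjusted p 4.8e-10) and Aldh1a2 from 2.31 ± 0.129 to 19.9 ± 2.30 CPM (log2 3.07, SE 0.13, adjusted p 1.4e-08). Lrp2 rose by a log2 change of 2.20 (SE 0.12) and Tjp1 by 0.73 (SE 0.10). Ets1 rose by 0.54 (SE 0.07, adjusted p 6.8e-05 in edgeR), and its log2 change was 0.15 (adjusted p 0.0858) with the length and GC offset, with adjusted p of 3.9e-09 to 0.838 over its alternatives. No library of one kind overlapped the other kind for any of the 8 genes. Over the 3 comparisons 22 of 24 panel tests passed, and the alternative that moved this most was the test against a 1.5-fold change, with 14.

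**Figure D2:**
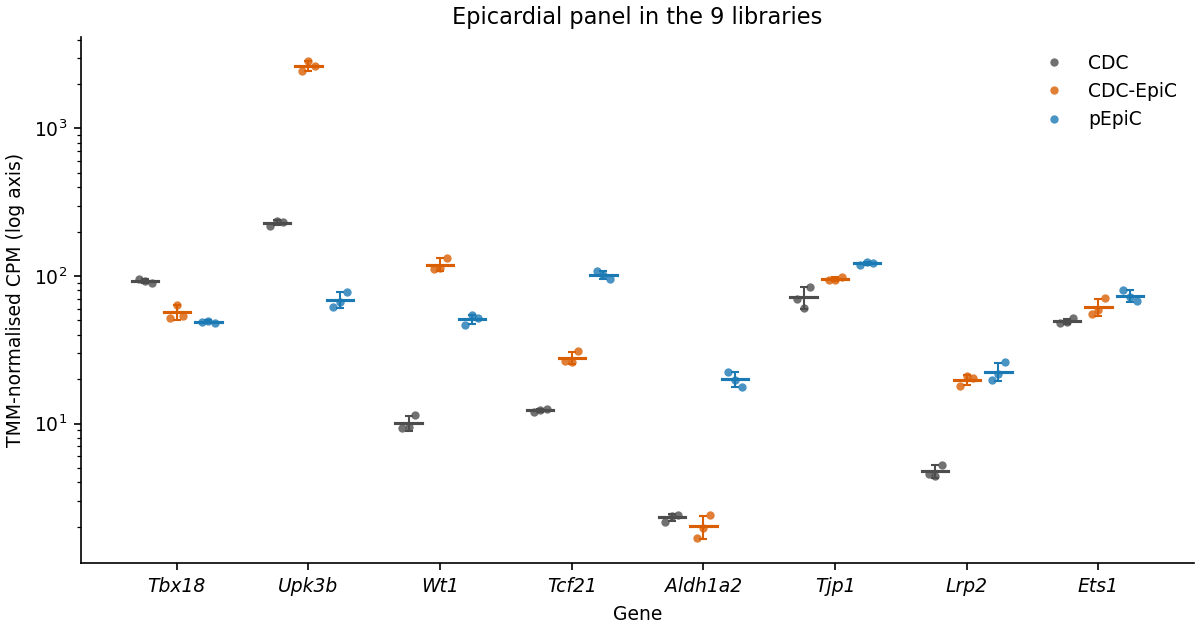
TMM-normalised CPM (log axis) of the 8 epicardial panel genes in the 9 libraries (points), with the mean and SD of each kind (bars, n = 3). Upk3b is highest in CDC-EpiC (2664 CPM), Tcf21 in pEpiC (102 CPM) and Tbx18 in CDC (92.8 CPM).

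The CDC panel comprises 21 surface markers, transcription factors and secreted factors that the study names for CDC. Some of them are named as absent. By flow cytometry the study found the proteins of Kit, Kdr, Pecam1 and Ptprc negative in CDC and pEpiC. It also reported no Isl1 in immortalized CDC. Counts of panel genes that rise or fall therefore do not measure a gain or loss of CDC identity. In pEpiC vs CDC, 19 could be tested and all 19 passed, 8 higher and 11 lower in pEpiC, and the count adjusted over the list alone was 19. The largest falls at well-measured levels were in Cd34, from 62.9 ± 3.52 to 18.3 ± 1.01 CPM (log2 −1.82, SE 0.07, adjusted p 7.9e-09 in edgeR), and Cxcl12, from 3395 ± 277 to 1048 ± 33.7 CPM (log2 −1.73, SE 0.07, adjusted p 1.6e-08). Cd44 changed by −1.34 and Thy1 by −1.30 on the log2 scale. Eng was lower in pEpiC by a log2 change of −0.58 (adjusted p 4.3e-05 in edgeR), which was −0.07 (adjusted p 0.33) with TPM, with adjusted p of 2.9e-14 to 0.517 over its alternatives. Kit was higher by 0.81 (adjusted p 0.00806 in edgeR), from 17 or 18 counts per CDC library to 30 to 36 in pEpiC, and did not pass in DESeq2 (adjusted p 0.0754) or with the length and GC offset (0.088), with a range of 0.00109 to 0.138 over its alternatives. Ptprc, which the macrophage list also holds, was at most 1 count in CDC and was at least 66.2-fold higher in the mean of the pEpiC libraries. Its 3 pEpiC libraries held 355, 128 and 146 counts, and their mean of 9.07 CPM was 5.96 CPM without library 1. Pecam1 (2, 6 and 3 counts in CDC, 6, 1 and 17 in pEpiC) and Isl1 (0 counts in each CDC library, which allows up to 3, and 4, 8 and 9 in pEpiC) fell below the expression filter. With no filter and in DESeq2, Isl1 passed (adjusted p 0.00249 and 0.00293, at least 2.22-fold higher in the pEpiC mean) and Pecam1 did not (0.327 and 0.421).

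By the rule for named genes, the largest rises in pEpiC vs CDC were in Efemp1, Postn and Srpx2. Efemp1 reached 158 ± 6.10 CPM in pEpiC, against 0, 4 and 0 counts in the CDC libraries (log2 11.19, SE 0.23, adjusted p 2.0e-10 in edgeR). Postn reached 532 ± 37.9 CPM against 0.50 ± 0.327 CPM (log2 10.00, SE 0.20, adjusted p 2.0e-10). Srpx2 was at least 506-fold higher, with 1 or 2 counts per CDC library. The largest falls were in Fgf23, Ly6k and Igf2. Fgf23 fell from 115 ± 12.4 to 0.101 ± 0.0656 CPM (log2 −10.11, SE 0.18, adjusted p 1.3e-10), Ly6k from 100.0 ± 2.44 to 0.650 ± 0.0460 CPM (log2 −7.29, SE 0.09, adjusted p 3.5e-11) and Igf2 from 382 ± 59.7 to 3.35 ± 0.399 CPM (log2 −6.86, SE 0.14, adjusted p 2.5e-10).

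Gene set tests addressed the epithelial or mesenchymal state of the cells and their response to the blocked TGF-beta receptor. Of 18 camera tests with a preset correlation, 11 passed an adjusted p of 0.05. All 11 held under fry, which called 17, and none held with an estimated correlation, where their adjusted p ranged from 0.272 to 0.431 and 3 of the 18 tests had an unadjusted p under 0.05. In pEpiC vs CDC the cell cycle set was lower, with a median log2 change of −2.61, all 16 genes past the threshold and lower (camera adjusted p 7.8e-07). The mesenchymal set was higher (median 1.18, 14 of 20 genes higher and 5 lower, camera adjusted p 0.0187), and this did not pass with TPM (0.177) or with the length and GC offset (0.0599), with a range of 0.000203 to 0.431 over its alternatives. The epithelial set (9 of 18 genes tested, 6 higher and 3 lower, adjusted p 0.422), the mesothelial set (6 higher and 9 lower of 15, adjusted p 0.568), the smooth muscle contractile set (3 higher and 4 lower of 10, adjusted p 0.581) and the TGF-beta response set (6 higher and 4 lower of 12, adjusted p 0.422) did not pass in camera. Cdh1 had 68, 73 and 104 counts in CDC and 1, 2 and 3 in pEpiC, and Epcam had at most 2 counts in any library. Jup was higher in pEpiC, at 157 ± 7.86 against 59.8 ± 4.38 CPM.

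Lists of other cell types described possible admixture. Of 10 macrophage genes, 9 were higher in pEpiC than in CDC past the threshold, and each of the 10 was 2.45 to 3.51 times higher in pEpiC library 1 than in the mean of the other two pEpiC libraries. Lyz2 was the most abundant, with 10174, 4453 and 3761 counts in pEpiC. Without library 1, the pEpiC mean of Lyz2 moved from 265 to 179 CPM and that of C1qb from 46.1 to 27.3 CPM. Of the 10 endothelial genes, 5 could be tested, 3 higher and 2 lower in pEpiC, and the list shares Pecam1, Kdr and Eng with the CDC panel. Of 10 cardiomyocyte genes, 4 could be tested, with Tnnt2 higher in pEpiC (144 ± 7.86 against 9.59 ± 1.56 CPM) and 1 lower. Some blood, liver and heart muscle genes gave low counts in CDC libraries 1 and 2 and at most 1 in library 3 (4 of 5, 6 of 10 and 4 of 10 genes of the lists with at least 20 counts in both). Hba-a1 had 523, 894 and 0 counts, Alb 660, 599 and 1, and Myh6 191, 190 and 0 in CDC libraries 1, 2 and 3, while others of the lists were also present in library 3, such as Ahsg (642, 712 and 497) and Tnnt2 (220, 238 and 172). The 4 Y-linked genes of the sex-linked list were present in all 9 libraries and higher in pEpiC than in CDC, by log2 changes of 0.82 to 1.46.

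The comparison of CDC-EpiC with CDC asked what the epithelial clone had gained or lost after the TGF-beta receptor block. Of 12976 genes tested, 8927 (68.8%) passed in edgeR's quasi-likelihood test, 4436 higher and 4491 lower in CDC-EpiC, and 2820 changed at least 2-fold, 1211 higher and 1609 lower. No overlap between groups was seen for 72.1% of the genes, against 10% by chance. The clone was treated, selected and picked, and the design has no untreated or second clone, so these changes cannot be assigned to the inhibitor alone. Among the largest rises by the named-gene rule were Thsd4 (218 ± 8.95 against 0.883 ± 0.297 CPM, log2 7.93, SE 0.14, adjusted p 5.2e-15) and Igfbp6 (160 ± 9.65 against 0.822 ± 0.0983 CPM, log2 7.59, SE 0.12). The largest falls were in Cpxm2 (from 143 ± 12.6 to 1.02 ± 0.0737 CPM, log2 −7.14, SE 0.13), Asb5 (from 115 ± 10.6 to 0.971 ± 0.231 CPM, log2 −6.89, SE 0.14) and Il6 (from 57.3 ± 3.15 to 0.582 ± 0.151 CPM, log2 −6.62, SE 0.14), each with an adjusted p of at most 1.7e-14 in edgeR.

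Of the epicardial panel, 7 of 8 genes differed between CDC-EpiC and CDC, 6 higher and 1 lower, and 7 adjusted over the list alone. Upk3b rose from 230 ± 8.65 to 2664 ± 209 CPM (log2 3.53, SE 0.10, adjusted p 1.6e-13 in edgeR) and Wt1 from 10.1 ± 1.15 to 119.7 ± 11.8 CPM (log2 3.56, SE 0.10, adjusted p 2.6e-13). Tcf21 rose from 12.3 ± 0.225 to 28.0 ± 2.69 CPM (log2 1.18, SE 0.09, adjusted p 2.2e-08) and Lrp2 from 4.76 ± 0.452 to 19.8 ± 1.56 CPM (log2 2.04, SE 0.11). Tbx18 was lower, at 56.6 ± 6.56 CPM (log2 −0.72, SE 0.09, adjusted p 2.4e-06). Aldh1a2 did not differ beyond its error (2.01 ± 0.361 against 2.31 ± 0.129 CPM, log2 −0.21, SE 0.20, adjusted p 0.368). Tjp1 rose by 0.41 (SE 0.10, adjusted p 0.00188) and Ets1 by 0.31 (SE 0.09, adjusted p 0.00747), and Ets1 lost its call without CDC-EpiC replicate 3 (log2 0.18, adjusted p 0.0837 in edgeR, and 0.00251 to 1 over its alternatives).

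Of the CDC panel, 18 genes could be tested in CDC-EpiC vs CDC and 16 passed, 4 higher and 12 lower, and 16 adjusted over the list alone. Fgf7 fell from 107 ± 8.10 to 8.15 ± 0.874 CPM (log2 −3.72, SE 0.10), Cd44 from 164 ± 4.14 to 27.9 ± 0.292 CPM (log2 −2.56, SE 0.07) and Cxcl12 from 3395 ± 277 to 790 ± 16.9 CPM (log2 −2.11, SE 0.09), each with an adjusted p of at most 2.2e-11 in edgeR. Cd82, Igfbp4, Cd34 and Gata4 rose, by log2 changes of 1.67, 1.63, 1.61 and 0.64. Kit, at 1 or 2 counts per clone library, was at least 5.89-fold lower and Pgf, at 1 to 3 counts, at least 5.88-fold lower. Eng and Kdr did not pass (log2 −0.16 and −0.20, adjusted p 0.131 and 0.659 in edgeR). Eng passed without CDC replicate 3 (log2 −0.21, adjusted p 0.048) and with the length and GC offset (0.00133, and up to 1 over its alternatives), and Kdr changed sign without CDC-EpiC replicate 1 (log2 0.0349, adjusted p 0.947, and 0.338 to 1 over its alternatives). Mef2a (log2 −0.28, adjusted p 0.0167) lost its call without CDC replicate 3 (adjusted p 0.070), CDC-EpiC replicate 1 (0.0561) or CDC-EpiC replicate 3 (0.0540). With all libraries it also failed with log2(FPKM + 1) (0.0898), TPM (0.182), the length and GC offset (0.0841) and the test against a 1.5-fold change, with a range of 0.00281 to 1 over its alternatives.

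The mesothelial set was higher in CDC-EpiC than in CDC, with a median log2 change of 2.81, 12 of 14 tested genes past the threshold and higher and 1 lower (camera adjusted p 7.2e-06). Within it Lrrn4 rose from 102 ± 17.5 to 2129 ± 179 CPM and Slc9a3r1 from 171 ± 9.0 to 1431 ± 118 CPM. The smooth muscle contractile set was lower (median −2.40, 9 of 10 genes lower and 1 higher, camera adjusted p 0.00194), with Acta2 falling from 1957 ± 231 to 353 ± 65.8 CPM and Smtn rising from 137 ± 11 to 634 ± 103 CPM. The TGF-beta response set was lower (median −1.20, 10 of 12 genes lower and 2 higher, camera adjusted p 0.00207). Within it Pmepa1 fell from 177 ± 3.54 to 11.6 ± 2.44 CPM (log2 −3.95, SE 0.12) and Ctgf from 1047 ± 92.0 to 79.1 ± 25.4 CPM (log2 −3.74, SE 0.18). The mesenchymal set (median −0.87, 13 of 20 genes lower and 2 higher, camera adjusted p 0.00207) and the cell cycle set (median −0.94, 15 of 16 genes lower, camera adjusted p 7.0e-05) were lower. The epithelial set did not pass (7 of 18 genes tested, 5 higher and 2 lower, camera adjusted p 0.128). Cdh1 rose from 3.73 ± 0.877 to 5.95 ± 1.01 CPM (log2 0.67, SE 0.18), Krt7 by 3.56 (SE 0.19) and Jup by 2.26 (SE 0.09), while Cdh3 fell by 1.26 and Krt19 by 0.48 on the log2 scale. Of the macrophage list 4 genes could be tested, 1 higher and 3 lower in the clone. Of the endothelial list 4 could be tested, 2 of them higher, and of the cardiomyocyte list 3, 1 of them lower. The 4 Y-linked genes were higher in the clone, by log2 changes of 0.25 to 0.96.

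The comparison of CDC-EpiC with pEpiC asked how near the clone came to primary epicardial cells. It gave 11091 genes past the threshold of 13547 tested (81.9%), 5464 higher and 5627 lower in CDC-EpiC, and 4860 with at least 2-fold change, 2134 higher and 2726 lower. No overlap was seen for 83.8% of genes, against 10% by chance. With TPM the median log2 change of all genes was −0.33 and 32.9% of calls were higher, against 49.3% in the count fit. The largest rises were in Vat1l (963 ± 73.5 against 3.05 ± 0.897 CPM, log2 8.28, SE 0.14), Podxl (243 ± 34.6 against 0.984 ± 0.360 CPM, log2 7.93, SE 0.18) and Lgals2 (160 ± 18.7 against 0.881 ± 0.190 CPM, log2 7.48, SE 0.15). Heph, with 0 counts in each clone library, was at least 971-fold lower than its 131 ± 11.3 CPM in pEpiC. Itgbl1 was at least 979-fold and Srpx2 at least 516-fold lower. All 6 had an adjusted p of at most 9.5e-10 in edgeR.

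Of the epicardial panel, 7 of 8 genes differed between CDC-EpiC and pEpiC, 3 higher and 4 lower in the clone, and 7 adjusted over the list alone. Upk3b was higher in the clone by a log2 change of 5.26 (SE 0.11, adjusted p 9.9e-11 in edgeR) and Wt1 by 1.22 (SE 0.08, adjusted p 2.4e-07). Tcf21 (log2 −1.87, SE 0.08, adjusted p 9.3e-09) and Aldh1a2 (log2 −3.32, SE 0.15, adjusted p 1.6e-08) were lower. The other 4 genes differed little and depended on the processing. Tbx18 (log2 0.20, SE 0.08, adjusted p 0.0341) was −0.18 with TPM and lost its call without CDC-EpiC replicate 2 or any single pEpiC replicate (adjusted p from 0.0518 to 0.0993). With all libraries it also failed in DESeq2 (0.0767), with RLE (0.0627), with at least 10 counts in every library (0.0909), with log2(FPKM + 1) (0.0673) and in the test against a 1.5-fold change. With the length and GC offset Tjp1 moved from −0.36 to 0.18, Ets1 from −0.27 to 0.12 and Lrp2 from −0.20 (adjusted p 0.098 in edgeR) to 0.61 on the log2 scale. Lrp2 passed as lower in the clone with at least 10 counts in every library (0.0439), with TPM (0.00377) and without pEpiC replicate 1 (log2 −0.28, adjusted p 0.0210). Without that replicate Ets1 (adjusted p 0.0246) lost its call (0.0693), as it did without CDC-EpiC replicate 1 (0.106) or 2 (0.0803). Over the alternatives the adjusted p of these 4 genes reached 1 at the upper end and 9.5e-05 (Tbx18), 1.5e-09 (Tjp1), 0.000371 (Ets1) and 0.000155 (Lrp2) at the lower. Of the CDC panel, 18 of 18 tested genes passed, 5 higher and 13 lower, and 18 adjusted over the list alone. The log2 change was 3.38 for Cd34 and −3.02 for Fgf7.

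Between CDC-EpiC and pEpiC the mesothelial set was higher in the clone (median log2 2.52, 13 of 15 genes higher and 2 lower, camera adjusted p 0.000389). The cell cycle set was also higher (median 1.79, 15 of 16 genes higher, camera adjusted p 0.00022). The mesenchymal set was lower (median −1.78, 16 of 20 genes lower and 2 higher, camera adjusted p 0.00022), with Col3a1 at 206 ± 35.3 against 8966 ± 233 CPM. The TGF-beta response set was lower (median −2.53, 11 of 12 genes lower, camera adjusted p 0.00121). The smooth muscle contractile set (3 higher and 7 lower of 10, adjusted p 0.201) and the epithelial set (10 of 18 tested, 5 higher and 4 lower, adjusted p 0.735) did not pass in camera, and the former passed with the length and GC offset (0.0193), with a range of 0.00032 to 0.639 over its alternatives. Of the macrophage list, 9 of 10 genes were lower in the clone. Of the endothelial list 5 could be tested, 2 higher and 3 lower, and of the cardiomyocyte list 3, 1 higher and 2 lower. The 4 Y-linked genes were lower in the clone than in pEpiC, by log2 changes of −1.25 to −0.24. In the fits against CDC, the length and GC offset reversed this order for Kdm5d and Uty. With it, their log2 changes from CDC were 1.04 and 0.79 in the clone and 0.66 and 0.44 in pEpiC. Those of Ddx3y and Eif2s3y were 0.50 and 0.65 in the clone and 0.98 and 0.92 in pEpiC. The direction of Kdm5d and Uty between the clone and pEpiC is therefore left open.

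The position of the clone between CDC (0) and pEpiC (1) was measured over 4011 genes with at least 2-fold change between those kinds. The median ratio was 0.149, 24.5% of the genes lay above 0.5, and 60.0% changed in the same direction as in pEpiC. In 20 simulations with a group drawn equal to CDC in place of the clone the median ranged from 0.00482 to 0.00969, the share above 0.5 from 0.465% to 0.857% and the same-direction share from 53.05% to 55.46%. Genes higher in pEpiC had a median ratio of −0.01 and genes lower in pEpiC of 0.26. The alternative that moved the value most was the length and GC offset, with a median ratio of 0.285 over 2562 genes, 0.118 for genes higher and 0.356 for genes lower in pEpiC. That setting also kept the expression filter in the clone fit, so the move cannot be assigned to the offset alone. Of 12752 genes tested in both comparisons against CDC, 1306 changed at least 2-fold in both, and 854 of these (65.4%) changed in the same direction, 352 higher and 502 lower than CDC. The shared CDC libraries raise this agreement by an amount that was not measured.

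**Figure D3:**
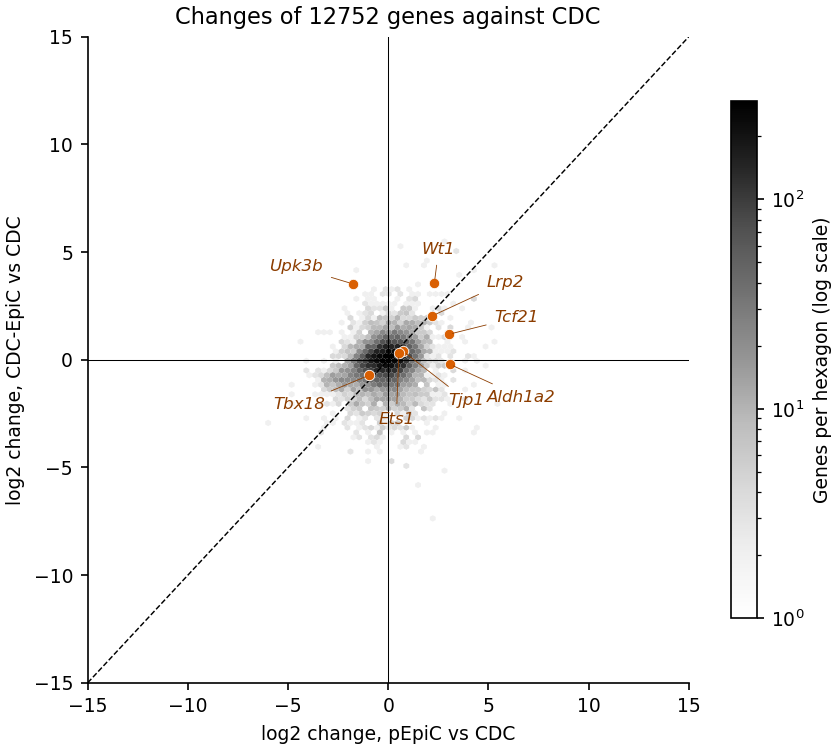
Log2 change of CDC-EpiC vs CDC against that of pEpiC vs CDC for 12752 genes (grey hexagons shaded by the number of genes, log scale), with the epicardial panel as orange points and equal change as the dashed line. Wt1, Tcf21 and Lrp2 are higher than CDC in both, while Upk3b is higher in the clone (3.53) and lower in pEpiC (−1.77).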

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

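Most results kept their direction and their side of the threshold. For the 97 tests of named genes in a comparison, 1050 values under alternatives were computed, and 47 changed: 36 were no longer past the threshold, 5 passed only under the alternative and 6 changed direction. Of the 36, 21 came from the test against a 1.5-fold change, which asks for more than a difference from 0. For the 18 gene set tests, 21 of 108 values changed: 13 were no longer past the threshold, 7 passed only under the alternative and 1 changed direction. Library size alone, no filter and a fit of all groups changed no call or direction among these 97 tests, and log2(FPKM + 1) changed none of the set tests. Without the filter the CDC panel had 56 passing tests in place of 53, since genes that the filter removes were then tested. Isl1 passed in pEpiC vs CDC and in CDC-EpiC vs pEpiC, and Pecam1 passed in the latter (adjusted p 0.0427, and 0.0473 in DESeq2).

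The test against a 1.5-fold change gave 5549 genes for pEpiC vs CDC, 3664 for CDC-EpiC vs CDC and 6578 for CDC-EpiC vs pEpiC, against 10593, 8927 and 11091 without a minimum change, and 14 of the epicardial panel tests in place of 22. These fall by construction. The numbers of genes past the threshold with at least 2-fold change were 2492, 1522 and 3211 with limma on log2(FPKM + 1), against 4075, 2820 and 4860, and 1823 with limma on log2(TPM + 1) for CDC-EpiC vs CDC. The pseudocount of 1 shrinks ratios of low values, but whether it is the whole cause was not tested. TPM shifted the median log2 change of all genes to 0.41 in pEpiC vs CDC and to −0.33 in CDC-EpiC vs pEpiC. The share of calls that were higher was 74.5% in place of 50.8% in the former and 32.9% in place of 49.3% in the latter, and among 2-fold calls 79.1% and 25.1%. Scaling on library size alone shifted the median in pEpiC vs CDC to 0.13, with 56.9% of calls higher. Summed FPKM was lower in pEpiC (a mean of 421664 against 550072 in CDC), so a scale set by the sum of length-adjusted values raises pEpiC by construction.

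Of the 6 single genes that changed direction, 5 were in CDC-EpiC vs pEpiC. With TPM, Tbx18 moved from 0.20 to −0.18 (adjusted p 0.0506 in limma) and Eng from 0.38 to −0.0043 (adjusted p 0.951). With the length and GC offset, which was chosen after seeing the data, Tjp1 moved from −0.36 to 0.18 (adjusted p 0.00178 in edgeR), Lrp2 from −0.20 to 0.61 (0.000155) and Ets1 from −0.27 to 0.12 (0.26). These follow from the shift of all genes under TPM and from the length trend that the offset removes. Both TPM values lie above the median of all genes under TPM in that comparison (−0.33). Over the 16 alternatives of each test the adjusted p ran from 9.5e-05 to 1 for Tbx18, from 4.4e-08 to 1 for Eng, from 1.5e-09 to 1 for Tjp1, from 0.000155 to 1 for Lrp2 and from 0.000371 to 1 for Ets1. Kdr, at 0.56 CPM in CDC, moved from −0.20 to 0.0349 in CDC-EpiC vs CDC without CDC-EpiC replicate 1 (adjusted p 0.947, and 0.338 to 1 over its alternatives), and the cause was not tested. The direction of Tjp1, Lrp2, Ets1 and Kdr in these comparisons is therefore left open. Tbx18 and Eng kept their direction under all the other alternatives, and relative to all genes under TPM as well, though the call of Tbx18 depends on the setting.

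In the set tests, fry called 17 of 18 and camera with an estimated correlation 0 of 18. With the latter, 3 tests had an unadjusted p under 0.05 (the mesothelial set in CDC-EpiC vs CDC, 0.0453, and the mesothelial and mesenchymal sets in CDC-EpiC vs pEpiC, 0.0367 and 0.0442). The mesothelial set in pEpiC vs CDC changed direction under fry (adjusted p 0.249, not past the threshold, and 0.136 to 0.914 over its alternatives). Its genes move both ways, so its direction depends on the weight of single genes. The mesenchymal set in pEpiC vs CDC did not pass with TPM (adjusted p 0.177) or with the length and GC offset (0.0599), with a range of 0.000203 to 0.431 over its alternatives, and the cause was not tested.

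The median position of the clone was 0.149 and became 0.103 over genes with at least 4-fold change and 0.285 with the length and GC offset. The cause of the first was not tested. The second rests on 2562 genes in place of 4011 and on a clone fit with the expression filter. The genes and the filter thus changed together with the scaling, and its cause was not tested either. The median position ran from 0.145 to 0.180 across the 9 fits that each left out one library, highest without CDC replicate 3. With log2(value + 0.1) Pearson's r was 0.926 for CDC and CDC-EpiC, 0.865 for CDC and pEpiC and 0.821 for CDC-EpiC and pEpiC, in place of 0.934, 0.893 and 0.855, while rho depends on ranks alone and cannot change with the pseudocount. Over the 1000 genes with the highest mean, rho was 0.649 for CDC and CDC-EpiC, 0.581 for CDC and pEpiC and 0.324 for CDC-EpiC and pEpiC, in the same order as over all genes. The narrower range of levels lowers a rank correlation by construction.

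Across the 6 fits that each left out one library, the number of genes past the threshold ran from 10081 to 10838 in pEpiC vs CDC, from 8248 to 9047 in CDC-EpiC vs CDC and from 10760 to 11078 in CDC-EpiC vs pEpiC. The number with at least 2-fold change ran from 4071 to 4423, from 2865 to 2960 and from 4930 to 5039. The epicardial panel had 20 to 22 passing tests, the CDC panel 52 or 53 and the gene sets 11. For the panels these were not always tests of the same genes. Of the gene set tests, none changed its call or direction in the leave-one-out fit that moved it most. In CDC-EpiC vs CDC, Mef2a lost its call without CDC replicate 3 (adjusted p 0.070), where Eng gained one (0.048), and without CDC-EpiC replicate 1 (0.0561) or 3 (0.0540). Ets1 lost its call there without CDC-EpiC replicate 3 (0.0837). Over their alternatives in that comparison the adjusted p reached 1 for each of these genes and fell to 0.00281 (Mef2a), 0.00133 (Eng) and 0.00251 (Ets1). In CDC-EpiC vs pEpiC, Tbx18 and Ets1 lost their calls without pEpiC replicate 1 (0.0518 and 0.0693), where Lrp2 gained one (0.0210), and without CDC-EpiC replicate 2 (0.0979 and 0.0803). Tbx18 also lost its call without pEpiC replicate 2 (0.0655) or 3 (0.0993), and Ets1 without CDC-EpiC replicate 1 (0.106).

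Several alternatives fixed in advance were not run. For the tests of genes, a pseudocount of 0.1, no filter on low values and quantile normalization were meant for a table without counts, and log2 ratios for a table with a single column per kind, while the table holds counts per library. No paired analysis was possible because the labels give no replicate numbers, and libraries with the same column number did not deviate together (correlations of deviations from −0.164 to 0.11). Depth limits genes near the floor of 3 counts, for which only bounds on the change can be given.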

Other observations

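The tests below were chosen only after the result they address was seen, except the test without ribosomal and similar genes, the circular shift of chromosomes, the X-linked partners, the share of values that are not whole and the splits of libraries.

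Other groupings of the libraries were tried for each count of genes past the threshold. For pEpiC vs CDC, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes, the real one. The same count, 1 of the 10 splits, was found for CDC-EpiC vs CDC and for CDC-EpiC vs pEpiC. The real splits gave 10593, 8927 and 11091 genes in the order above, and each other split gave 0. At an unadjusted p under 0.05 the other splits gave 4 to 45, 17 to 88 and 1 to 26 genes. Each of them mixes the kinds, so the difference between kinds widens the spread within its groups and lowers its count. With 3 libraries a group the share of splits cannot fall below 0.1, so this test cannot exclude a chance split.

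Long transcripts were higher and short transcripts lower in pEpiC than in CDC, with a slope of 0.445 on the log2 scale per doubling of length (Spearman's rho 0.479 across genes, which are not replicates). GC content was excluded as the whole cause, since the slope was 0.423 with GC content in the model. Lower expression of ribosomal, mitochondrial, proteasome and cell cycle genes, which tend to be short, was also excluded as the whole cause, since the slope was 0.436 without these 321 genes. A difference in RNA integrity or library preparation between the kinds could give such a slope, and so could a biological difference. The largest slope between libraries of a kind was 0.118 in size, so a handling difference would have to follow the kind of cell, and these cannot be told apart because the labels give no batches and the trend is confounded with the kind. CDC-EpiC and CDC shared their trend to within a slope of 0.0120. Small changes of long or short genes against pEpiC are open to either reading.

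Macrophage genes were present in the pEpiC libraries. Macrophages in the primary cell preparation are a candidate source. Their list of 12 further genes, written before this test, gave 10 genes at least 2 times higher in pEpiC library 1 than in the mean of the other two, while 0.896% of 10602 genes with a mean over 5 CPM in pEpiC did so. The share was higher, 22.6%, among 536 other genes above the floor in pEpiC and at or under it in CDC, and 5 of the 6 further macrophage genes of that kind did so. The 10 genes of the list fixed in advance were 2.45 to 3.51 times higher in library 1. The most abundant were Lyz2 (10174, 4453 and 3761 counts), C1qb (1944, 614 and 639) and Csf1r (1717, 582 and 563). CDC also expressed 5 of the 10 above the floor, the clone 4, and Ptprc is part of the CDC panel. The length and GC trend was excluded as the whole cause, since with the offset 9 of 10 genes passed and the median log2 change was 8.31. That median holds fitted values of 5 genes at the floor in CDC. With these at their bound it was 6.07, a value that the offset cannot move. If macrophages are the source, genes that they share with epicardial cells would carry an unknown contribution of their RNA in pEpiC, and more of it in library 1.

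Some blood, liver and heart muscle genes were counted in CDC libraries 1 and 2 and hardly or not in library 3. In all, 23 genes had at least 20 counts in libraries 1 and 2 and at most 1 in library 3, against at most 4 genes for any other choice of a missing library among the 3 kinds. They held 0.0138% and 0.0175% of the counts of libraries 1 and 2. By the lists, 4 of 5 red blood cell genes, 6 of 10 liver genes, 4 of 10 cardiomyocyte genes and 0 of 5 lung genes met that rule, though the lung genes Sftpc (26, 58 and 2 counts in CDC) and Sftpb (48, 74 and 7) missed it only by their counts in library 3. Heart tissue left from the explant was excluded as the whole source, since the median count of the liver list was 78 in CDC library 1, with Alb at 660 counts. RNA or reads of a mixture of other tissues could have given the blood, liver and heart muscle genes among the 23, as an admixture in the laboratory or during sequencing, and which of these it was remains open. No biological explanation was tested. An admixture need not cover all 23, since Gm42102 had 198, 71 and 0 counts in CDC but 546, 653 and 725 in pEpiC, Gm4724 had 156, 0 and 179 in the clone, and Gm46290 had 12, 41 and 19 in pEpiC. Genes outside the rule can carry part of it. Tnni3 (49, 44 and 18 counts in CDC, 20, 20 and 15 in pEpiC) was lower in pEpiC by a log2 change of −1.12 (adjusted p 0.018 in edgeR), while CDC library 3, at 0.82 CPM, lay within the pEpiC range of 0.65 to 0.87 CPM.

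Chromosomes differed in their median log2 change between the clone and CDC. After correction for length and GC content, chromosome 7 lay at −0.26, 2 at 0.26, 18 at −0.24, 12 at 0.20, 1 at 0.18 and 3 at −0.17, while no chromosome median between libraries of a kind exceeded 0.0521 in size. The length and GC trend was excluded as the whole cause, since the SD of the medians was 0.129 with the correction, against at most 0.0155 between libraries of a kind. A circular shift of all values along the genome gave a permutation p of 0.224. This test had little power, since it gave a p under 0.05 in 6 of 20 simulations with made-up shifts of whole chromosomes, so it leaves a chance arrangement of genes open. A shuffle of 223 blocks of 50 neighbouring genes, chosen after the circular shift had failed, gave a p of 0.001, the smallest its permutations can give, and excludes a chance arrangement of such blocks. The same shuffle also gave 0.001 for pEpiC vs CDC, where no clone was picked, and there the circular shift gave 0.033 (0.01 with the correction). For CDC-EpiC vs pEpiC the circular shift gave 0.028 (0.183 with the correction), and for the clone against CDC 0.24 with the correction. The SD of the medians in pEpiC vs CDC was 0.141, against 0.133 for the clone and CDC, and 0.0770 with the correction, against 0.129. Neither test is therefore specific to a clone. Between the clone and pEpiC, with the correction, chromosomes 7, 2, 18, 1 and 3 kept the direction of their shift. Chromosome 12 lay at 0.030 there, within the 0.0521 seen between libraries of a kind, so its shift was not particular to the clone. A gain or loss of chromosomes in the clone may have shifted the others. All 6 of the chromosomes listed shifted in the same direction in genes of high and of low expression, but they were picked for their shift, so a gain or loss and a regional change of regulation cannot be told apart without DNA data.

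Y-linked genes were higher in pEpiC than in CDC. Against their X-linked homologs, the 4 genes were higher by a median of 0.71 on the log2 scale, each by more than 2 SE. This excludes the length and GC trend as the whole cause, since with the offset the 4 genes were still higher by 0.44 to 0.98. Loss of the Y chromosome in a share of the CDC could lower its genes alike, but the differences from the partners spread over 0.445, from 0.48 (Uty, SE 0.10) to 0.92 (Ddx3y, SE 0.10). Part of that spread is due to the partners (Eif2s3x at −0.04, Kdm5c at 0.61), but Uty and Ddx3y taken alone, at similar lengths of 4607 and 4689 bases, also rose by different amounts, 0.91 (SE 0.08) and 1.46 (SE 0.06). This excludes a Y loss as the whole cause. All 4 genes were also higher in the clone than in CDC, by 0.50 to 1.04 with the offset, which a Y loss in CDC would give. Against their partners 2 of the 4 were higher there by more than 2 SE, with differences from −0.13 (Uty) to 1.11 (Eif2s3y). A change in the regulation of these genes between kinds, or a Y loss in addition to it, stays open and was not tested. Counts of all 4 in each library show that each held RNA of male cells, and Xist was not analysed.

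Mesothelial genes parted between pEpiC and CDC, with 6 of 15 higher in pEpiC (from Lrrn4 at 0.92 to Aldh1a2 at 3.07 on the log2 scale, besides Muc16 at 5.03 CPM with at most 1 count in a CDC library) and 9 lower (from Bnc1 at −0.42 to Krt19 at −4.90). A length and GC trend as the whole cause was excluded, since 6 genes were higher and 8 lower past the threshold with the offset. A lower share of epicardial cells in either kind would move all of them alike if the other cells expressed none of these genes. On that premise, which was not tested, it could not by itself give 6 genes past the threshold on the smaller side. A mixture with cells that express some of the genes stays open. In the clone 12 of 14 tested genes were higher than in CDC. A biological difference between cultured CDC and epicardial cells remains a hypothesis and was not tested.

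Some genes swung between libraries of the same kind. Among the 100 genes with the largest dispersion, 70% had counts that are not whole, against 50.5% of genes of matched mean. Reads shared between near-identical genes, which an estimating counter divides among them, could account for part of these. Gm14434, for example, had 343, 0 and 14 counts in CDC and 302, 353 and 0 in pEpiC. Others among them were higher in a single library, so shared reads need not cover all 100. Some, such as Fcrls (1276, 223 and 192 counts in pEpiC) and Itgam (1141, 363 and 398), were highest in pEpiC library 1, as the macrophage genes were. Some, such as Isg15 (282, 352 and 877), Rtp4 (313, 357 and 959) and Oas2 (209, 216 and 651), were highest in pEpiC library 3. Those named were also highest in library 3 among the CDC libraries, and the cause was not tested. Single predicted genes with counts that swing between libraries of a kind should not be read as differences between kinds.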
